A study of Mus musculus with 7 samples.

How the data were processed

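RNA from the hearts of 7 mice was measured by bulk sequencing of total RNA. Per the labels, the tissue was flash-frozen cardiac ventricle (the tissue label itself reads whole heart), the animals were 3 to 6 weeks old and untreated, the libraries came from a stranded total RNA kit, and sequencing was paired-end on an Illumina instrument. The 4 control animals carried both copies of Ctla4 and the 3 ICI-myocarditis animals carried 1 copy, and all 7 were labelled as lacking Pdcd1. Group and replicate number were taken from the labels of each sample.

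One table with 23420 gene rows was used. The per-library values are a signal made by the authors, namely gene read counts divided by 1 size factor per library, as its values show. The deposited mean column equals the mean of the 7 library columns. The table also holds, per the file headers, a log2 fold change with its standard error, a score that is the test statistic, a p-value and an adjusted p-value from the comparison the authors ran, with header names as DESeq2 writes them. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or the table, so genes are given by the symbols of the table and without coordinates. Of the names, 98.4% matched a gene of GENCODE release M21, which was used only for GC content and transcript length. Rows with names turned into dates by spreadsheet software numbered 27, 2 names occurred more than once, and these rows held 0.143% of the reads. No column of other samples was present.

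Dividing each column by its smallest step gave whole numbers for 100% of values in all 7 libraries, so read counts were recovered. For control 1 the step was 1.01, so close to 1 that whole numbers are a weaker sign of recovery than in the other 6 libraries. Its values lay within 0.00023 of whole multiples. Recovered totals ranged from 20931730 to 39037176 reads per library. At that depth the spread between animals, not counting error, limits the precision of all but the low genes. Reads without molecular identifiers are not independent molecules, so counts overstate the number of molecules sampled.

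The design written before the data were examined assumed raw read counts and edgeR's quasi-likelihood test. Because the values are normalized, the principal test was instead limma (version 3.58.1, R 4.3.3) on log2(normalized count + 1), with an empirical Bayes trend and robust variance, and edgeR's test on the recovered reads became an alternative. The pseudocount, the filter and the limma settings were chosen after the unit of the values had been seen. Genes with at least 10 normalized counts in at least 3 libraries were tested, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 on the adjusted p-value. Fold changes are ICI-myocarditis over control on the log2(normalized count + 1) scale, which understates the change of low genes. The tested list scores are means of log2(normalized count + 1).

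The 16 gene lists tested were fixed before the data were examined. Their fold change is the median over members, and their test is camera from limma with a preset correlation between genes of 0.01, adjusted over the 16 lists. Fry and camera with an estimated correlation were alternatives. Library composition was compared by an exact two-sided permutation test over the 35 splits of the 7 libraries into groups of 4 and 3, which cannot give a p-value below 0.0286. The planned share of mitochondrially encoded genes was not computed because no row of the table bears such a name. Shares of Rn45s and Ttn were added after their values had been seen. Lists for skeletal muscle, red blood cells, thymus, fat and sex-linked genes were read per library as checks. Lists for plasma cells, fibroblast identity, mural cells and a second set of endothelial genes were added later, before the values of their members were read.

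Genes named in the text follow a rule set before the data were examined. It covers Ctla4 and Pdcd1, the 8 largest increases and 8 largest decreases among called genes with a mean log2 CPM of at least 1 and groups fully apart, members of the JAK-STAT and the costimulation and checkpoint lists, the 2 members of each other list with the lowest p-value, a few genes set in advance, and Xist with the Y-linked genes. Predicted genes were passed over, and a few genes that met the rule are not reported here. Several JAK-STAT members with small changes are covered only by the totals of that list, a choice made after their values were seen. Other genes named are marked as chosen after their values were seen.

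The tests were checked on simulated counts for the real genes, with 200 genes changed by known amounts. limma recovered 61.0% of the changed genes among 15232 genes tested, with 5.43% of its calls wrong. It recovered 89.2% of changes of at least 2 on the log2 scale and 18.8% of changes of 1. edgeR (version 4.0.16) recovered 61.0% with 4.69% wrong calls over 15138 genes. DESeq2 (version 1.42.0) recovered 74.5% over 19224 genes, with 24.4% of its calls wrong. limma after removal of GC and length trends recovered 61.5% over 15071 genes, with 5.39% wrong. Camera called 2 of 100 unchanged sets at an unadjusted p of 0.05. It called 100% of 20 shifted sets at a p of 0.05 adjusted over all simulated sets. The sets were drawn from 15232 genes. The simulated genes were independent of one another, which members of a real list are not.

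Alternatives comprised a pseudocount of 0.1, no filter, at least 10 reads in every library, scaling by library size only, TMM factors without the 50 most abundant and the haemoglobin genes, DESeq2, limma-voom with sample quality weights, Xist as a covariate, the replicate number as a block, and leaving out each library in turn. edgeR on the recovered reads, TMM normalization in place of the authors' size factors, and removal of each library's trend with GC content and transcript length were added after the data were seen. The size factors of the DESeq2 kind that had been planned as an alternative are those already in the table. No pair of libraries of a group was near-identical, since chi-square values per gene between them ranged from 81.8 to 292.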

Results

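Bulk RNA sequencing was used to compare ventricles of mice that modelled myocarditis caused by immune checkpoint inhibitors (ICI) with ventricles of mice labelled as controls. CTLA-4 and PD-1, encoded by Ctla4 and Pdcd1, are receptors that restrain T cells and are the targets of such inhibitors. All 7 animals were labelled Pdcd1-/-. The 4 control hearts were Ctla4+/+ and the 3 ICI-myocarditis hearts were Ctla4+/-. The comparison asked which transcripts differed in the inflamed heart, in a study of abatacept, a CTLA-4 fusion protein that binds CD80 and CD86, and of ruxolitinib, an inhibitor of JAK1 and JAK2. No treated animal was among the samples.

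Control libraries held 32567278, 20931730, 26692546 and 29869948 reads assigned to genes, and ICI-myocarditis libraries held 27948525, 39037176 and 35139534. Mean totals were 27515376 ± 5002905 reads (SD, n = 4) and 34041745 ± 5625247 reads (SD, n = 3), a difference within the spread of libraries (exact permutation p = 0.171, adjusted over 5 measures 0.214, two-sided). The 10 most abundant genes took 18.9% ± 1.27 of reads in controls and 15.8% ± 1.33 in ICI-myocarditis. This share was lower in all 3 ICI-myocarditis libraries than in any control, at the smallest exact permutation p the design allows, 0.0286, but it did not pass adjustment (0.143). Rn45s, a ribosomal RNA precursor, took 2.59% ± 1.2 and 4.30% ± 0.360 of reads (exact permutation p = 0.0571, adjusted 0.143). Its level may reflect ribosomal depletion, which was not tested. Ttn took 6.43% ± 1.40 and 4.60% ± 0.898 (exact permutation p = 0.114, adjusted 0.190). Haemoglobin rows took 0.0771% ± 0.0338 and 0.0527% ± 0.0385 (exact permutation p = 0.371, adjusted 0.371). Hba-a1, Hba-a2, Hbb-b1 and Hbb-b2 were listed at 0 in all 7 libraries, so haemoglobin was represented almost wholly by the row Beta-s.

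The targeted genes were examined first. Pdcd1 reads were present in every library despite the Pdcd1-/- label. Normalized counts of Pdcd1 were 9.07, 244, 3.35 and 2.5 in controls 1 to 4 and 1481, 1096 and 1340 in the ICI-myocarditis libraries. The log2 fold change of Pdcd1 was 6.54 (SE 1.26, limma adjusted p = 0.00959). Counts per gene do not show which exons the reads came from, so the deletion could be neither seen nor excluded from them. Ctla4 had 63.3 ± 37.4 normalized counts in controls (SD, n = 4) and 302 ± 63.4 in ICI-myocarditis (SD, n = 3), where 1 copy is missing, with a log2 fold change of 2.40 (SE 0.444, limma adjusted p = 0.00849). Neither gene therefore checked the genotype labels. Y-linked genes were expressed in all 7 libraries, with Ddx3y between 2453 and 4698 normalized counts, while Xist lay between 5.01 and 80.2.

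The first principal component of log2 normalized counts held 68.6% of the variance. ICI-myocarditis libraries scored from 58.9 to 105 on it. Controls 1, 3 and 4 scored from -96.7 to -61.2, and control 2 lay between these sets at 2.30. The second component, with 13.8%, ran from -54.8 for control 2 to 48.1 for control 4, with the ICI-myocarditis libraries between -2.40 and 34.2.

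**Figure D1:**
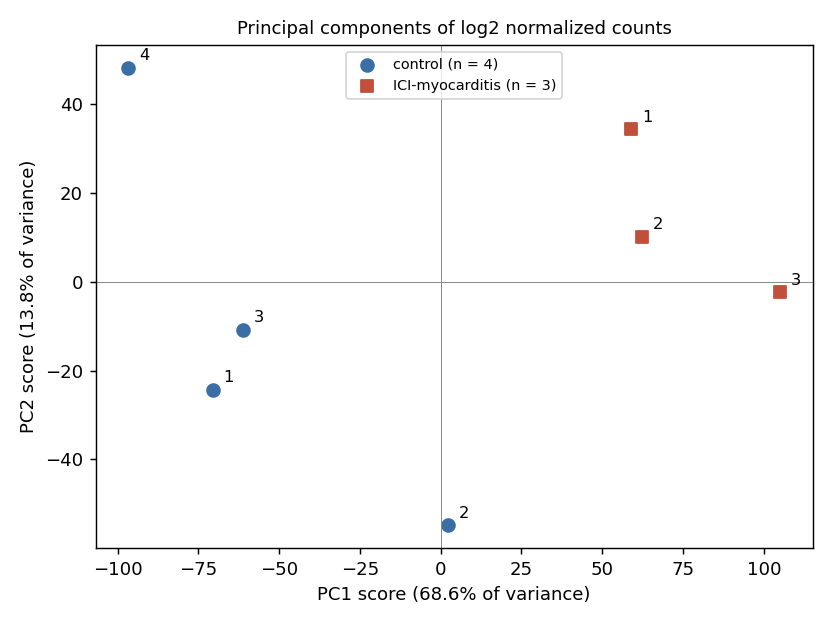
Scores of the 7 libraries on the first (x axis, 68.6% of variance) and second (y axis, 13.8%) principal components, unitless, with circles for the 4 controls and squares for the 3 ICI-myocarditis libraries, each numbered by replicate. Control 2 sits at 2.30 on the first component, between the other controls (-96.7 to -61.2) and ICI-myocarditis (58.9 to 105).

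Of 15258 genes tested, 2397 (15.7%) passed the threshold of 0.05 on limma's adjusted p. Of these, 1787 (74.6%) were higher and 610 lower in ICI-myocarditis. Over all alternatives the count of calls ranged from 986 (without ICI-myocarditis 3) to 4112 (with Xist as a covariate). limma-voom with quality weights gave 4014 calls, DESeq2 gave 3444 and leaving out control 2 gave 3340. edgeR's quasi-likelihood test, which the design had assumed, gave 2075 calls on the recovered reads, 1545 higher and 530 lower. Called genes that changed more than 2-fold numbered 1633 upward and 437 downward, and those beyond 4-fold numbered 975 and 90. All libraries of one group lay apart from all of the other for 4358 tested genes (28.6%, against 5.70% by chance), 2379 of them called. The median log2 fold change over tested genes was -0.02 and the median standard error 0.29. The authors' deposited table gave an adjusted p below 0.05 to 3414 genes, 2174 higher and 1240 lower. In the authors' deposited table, 2350 of the 2397 genes called by limma were below that threshold, all in the same direction, and 47 were not. That table gave no adjusted p to 6538 genes. Ubd, Gbp1 and Tnfrsf9 were among these, so some of the 47 were not assessed there.

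The 8 largest increases that met the naming rule were Ccl8, Ubd, Gbp1, Pdcd1, Irg1, Apol9a, Ccl5 and Serpina3f, with log2 fold changes from 6.01 (Serpina3f) to 7.08 (Ccl8). Ccl8, a chemokine gene, rose from 47.2 ± 54.8 to 4268 ± 1057 normalized counts (SE 0.695, limma adjusted p = 0.00251). Ccl5 rose from 138 ± 220 to 4003 ± 2077 normalized counts, by 6.03 on the log2 scale (SE 0.957, limma adjusted p = 0.00504). The control SD exceeded the control mean for each of these 8 genes because control 2 lay above the other controls. Limma's fold change averages log2 values and gives control 2 less weight than a ratio of means does. On the recovered reads edgeR's log2 fold changes were lower, at 6.47 for Ccl8, 5.48 for Apol9a, 4.82 for Irg1, 4.81 for Ccl5, 4.51 for Ubd, 4.47 for Gbp1, 4.29 for Pdcd1 and 3.65 for Serpina3f. Pdcd1 and Gbp1 missed the threshold under edgeR's test (adjusted p = 0.0529 and 0.0517), and Serpina3f missed it under 5 of 18 (largest 0.110). Gbp1, Apol9a and Serpina3f belong to families of near-identical genes, so their reads may be shared with paralogs.

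The largest decreases that met the naming rule included Scn4b, Efnb3, Slc22a3, Mme, Cytl1, Mylk4 and Akap5, with log2 fold changes from -3.97 (Scn4b) to -2.69 (Akap5). Scn4b, which encodes a sodium channel subunit, fell from 662 ± 347 to 56.6 ± 54.1 normalized counts (SE 0.710, limma adjusted p = 0.00755). Mylk4 fell from 9612 ± 3752 to 2021 ± 1646 normalized counts (SE 0.709, limma adjusted p = 0.0320). Mylk4 passed in 13 of 19 alternatives and Slc22a3 in 16 of 18.

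**Figure D2:**
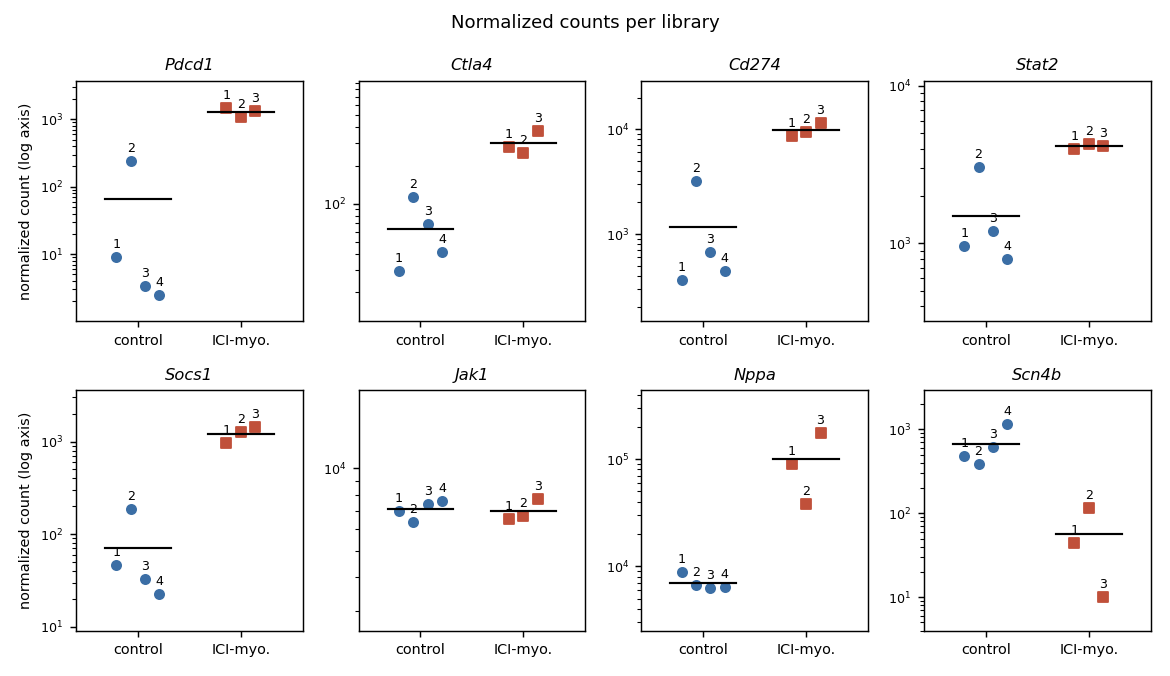
Normalized counts (y axes, log scale) of 8 genes in the 4 control and 3 ICI-myocarditis libraries (x axes), with each point numbered by replicate and bars at the group mean. Control 2 is the highest control for Pdcd1 (244), Cd274 (3211), Stat2 (3058) and Socs1 (185), while Jak1 overlaps between the groups.

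The JAK-STAT pathway, on which ruxolitinib acts, was tested as a list of 21 genes. Its median log2 fold change was 0.66 (camera from limma, adjusted p = 0.00018), with 16 of 21 members above 0. Of the members, 7 passed over all genes tested and 12 when adjusted over the list alone. Jak1 did not differ, with 7087 ± 548 normalized counts in controls and 6971 ± 624 in ICI-myocarditis (log2 fold change -0.02, SE 0.204, limma adjusted p = 0.954), and its sign changed under 5 alternatives. Jak2 rose from 1571 ± 267 to 2797 ± 658 (log2 fold change 0.82, SE 0.222, limma adjusted p = 0.0359), a call that held in 12 of 19 alternatives (largest adjusted p 0.157). The rises of Jak3 (0.90), Tyk2 (0.80) and Stat3 (0.65) did not pass (limma adjusted p = 0.152, 0.0815 and 0.0810). These 3 genes passed in 3, 4 and 5 of 19 alternatives. Called members also included Stat2 (1.68), Stat4 (3.89), Il2rg (2.01), Socs1 (4.55) and Socs3 (3.16). Stat2 passed in 13 of 19 alternatives, Stat4 in 17 of 18 and Il2rg in 18 of 19.

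The costimulation and checkpoint list, which holds the ligands bound by abatacept, had a median log2 fold change of 4.10 over 14 genes (camera from limma, adjusted p = 2.98e-10). Of the members, 13 passed over all genes tested and 14 when adjusted over the list alone. Cd80 rose from 32.91 ± 12.03 to 127.6 ± 26.01 normalized counts (log2 fold change 1.98, SE 0.375, limma adjusted p = 0.00897) and Cd86 from 271 ± 119 to 1100 ± 239 (log2 fold change 2.10, SE 0.343, limma adjusted p = 0.00563). Their receptor gene Cd28 rose by 1.72 (SE 0.298, limma adjusted p = 0.00685). Cd274 and Pdcd1lg2, which encode the PD-1 ligands, rose by 3.67 and 5.05 (limma adjusted p = 0.00712 and 0.00316). Cd40 (2.26), Havcr2 (4.53), Icos (4.66), Lag3 (4.68), Tigit (4.77) and Tnfrsf9 (4.86) also passed, Tnfrsf9 in 16 of 18 alternatives. Icosl, the remaining member, rose by 0.75 (limma adjusted p = 0.126).

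Interferon responses were compared through 2 lists. All 22 interferon-gamma response genes were called, with a median log2 fold change of 3.51 (camera from limma, adjusted p = 5.59e-15). Cd74 rose by 4.10 and H2-Eb1 by 3.91, while Cxcl9 rose by 4.07 and Cxcl10 by 5.44. Cxcl10 missed the threshold without ICI-myocarditis 3 (limma adjusted p = 0.0514). H2-Eb1 belongs to a multigene family. Ifng itself rose from 15.5 ± 26.7 to 370 ± 186 normalized counts (log2 fold change 5.96, SE 1.14, limma adjusted p = 0.00935). Of 18 type I interferon response genes, 12 passed over all genes tested and 15 when adjusted over the list alone, with a median of 2.03 (camera from limma, adjusted p = 3.62e-09). Oas3 rose by 4.69 and Zbp1 by 4.57.

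Lists of immune cell genes differed in how far they changed. All 16 T cell genes (median 4.49, camera from limma adjusted p = 5.33e-12), all 12 cytotoxic effector genes (5.18, 8.64e-09) and all 18 macrophage and monocyte genes (2.61, 5.11e-15) passed, both over all genes and when adjusted over the list alone. Cd3g rose from 36.3 ± 49.9 to 806 ± 252 normalized counts and Cd4 from 63.2 ± 23.9 to 472 ± 186. Prf1 rose by 5.39, Ctss by 4.29 and C1qb by 2.74. The 8 tested B cell genes had a median of 0.00 (adjusted p = 0.371), with Cd22 (3.83) and Cd79b (1.56) called, also when adjusted over the list alone. Cd79b passed in 13 of 19 alternatives, and Cd22 missed the threshold without ICI-myocarditis 3 (limma adjusted p = 0.0527). The 5 tested neutrophil genes had a median of -0.20 (adjusted p = 0.568), with Ltf (2.93) and Csf3r (2.91) called, and 3 when adjusted over the list alone. Ltf lay at 2.66 ± 3.29 normalized counts in controls, near the floor, and passed in 12 of 15 alternatives. Csf3r missed the threshold without ICI-myocarditis 3 (limma adjusted p = 0.0653). The medians of both lists changed sign between alternatives. All 15 proliferation genes passed, also when adjusted over the list alone (median 2.23, camera from limma adjusted p = 5.16e-10), Birc5 by 2.41 and Cdc20 by 1.72.

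**Figure D3:**
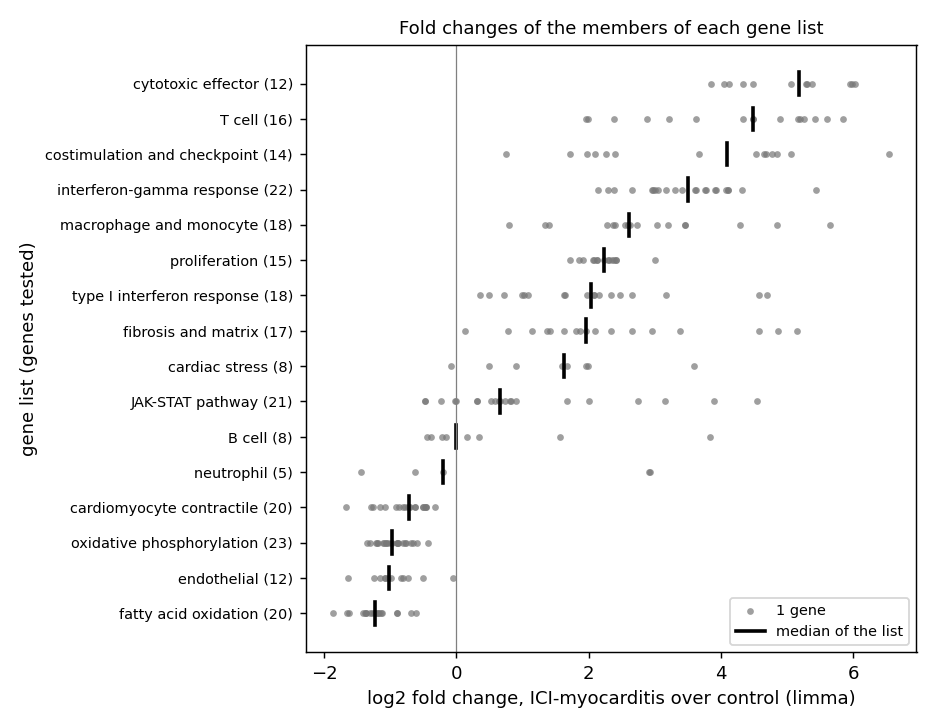
Log2 fold changes of ICI-myocarditis over control (x axis, limma) for the tested members of 16 gene lists (y axis, number of genes in brackets), with a point per gene and a bar at the list median. Medians run from -1.23 for fatty acid oxidation to 5.18 for cytotoxic effector genes, and the B cell and neutrophil medians, at 0.00 and -0.20, changed sign between normalizations or filters.

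Genes of heart muscle were lower as lists, with few single calls. The 20 contractile genes had a median log2 fold change of -0.72 (camera from limma, adjusted p = 1.11e-05), all 20 below 0, with 1 called over all genes and 0 when adjusted over the list alone (4 at an unadjusted p under 0.05). Ckm was the called gene, from 34180 ± 14460 to 10850 ± 4898 normalized counts (log2 fold change -1.68, SE 0.457, limma adjusted p = 0.0374), in 12 of 19 alternatives. Ryr2 fell by 1.27 (limma adjusted p = 0.0593) and passed in 7 of 19 alternatives. The 23 oxidative phosphorylation genes had a median of -0.98 (camera from limma, adjusted p = 1.74e-06), with 0 called either over all genes or adjusted over the list alone, and 9 at an unadjusted p under 0.05. Uqcrc1 fell by 1.31 (limma adjusted p = 0.0538) and passed in 9 of 19 alternatives. The 20 fatty acid oxidation genes had a median of -1.23 (camera from limma, adjusted p = 1.36e-07), with 5 called over all genes and 17 when adjusted over the list alone. Without ICI-myocarditis 3 the medians of the oxidative phosphorylation and fatty acid oxidation lists were -0.51 and -0.82. Cd36 fell by 1.32 and Hadha fell by 1.41 (limma adjusted p = 0.0291 and 0.0332), in 14 and 13 of 19 alternatives. Myh6 fell by 0.92 (limma adjusted p = 0.173). Myh7 rose by 0.50 (SE 0.603, limma adjusted p = 0.636), with ICI-myocarditis libraries at 9185, 8480 and 45100 normalized counts, and its sign turned without ICI-myocarditis 3 (-0.29).

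Cardiac stress genes rose, with a median log2 fold change of 1.63 over 8 genes (camera from limma, adjusted p = 0.00078), 5 of them called, also when adjusted over the list alone. Nppa rose from 7045 ± 1170 to 100800 ± 68760 normalized counts (log2 fold change 3.60, SE 0.460, limma adjusted p = 0.00316), Ankrd1 by 2.00 (limma adjusted p = 0.00597) and Nppb by 1.6 (limma adjusted p = 0.0228, 15 of 19 alternatives). Of 17 fibrosis and matrix genes, 15 were called, also when adjusted over the list alone, with a median of 1.96 (camera from limma, adjusted p = 5.33e-12). Postn rose from 2233 ± 504 to 17790 ± 6301 normalized counts and Timp1 from 115 ± 88.1 to 2843 ± 586. The 12 endothelial genes had a median of -1.02 (camera from limma, adjusted p = 1.58e-05), with 5 called over all genes and 9 when adjusted over the list alone. Erg fell from 1944 ± 447 to 809.4 ± 100.8 and Emcn from 1649 ± 371 to 726 ± 81.9 normalized counts, although Emcn missed the threshold with scaling by library size only (limma adjusted p = 0.0607).

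Beside camera with its preset correlation, fry retained 11 of the 14 list calls, and the contractile, oxidative phosphorylation and fatty acid oxidation lists did not pass it (adjusted p = 0.0904, 0.119 and 0.0550). With the correlation estimated from these 7 libraries, no list passed (adjusted p from 0.203 to 0.711).

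Gene sets that could mark other tissue were read per library. Of the skeletal muscle genes Myh4 reached 87.7 normalized counts in control 1 and at most 8.76 elsewhere, and Tnnt3 was called higher in ICI-myocarditis (log2 fold change 2.18, limma adjusted p = 0.0449). The fat genes Adipoq and Cfd were at 41.3 and 92.7 in control 3 and at most 4.93 and 8.76 elsewhere, while Fabp4, also expressed by heart endothelium, fell by 1.38 (limma adjusted p = 0.0304). Among red blood cell genes, Beta-s fell by 0.82 and Alas2 fell by 0.49, neither past the threshold (limma adjusted p = 0.390 and 0.215). Of the thymus genes Rag1 was at 0 in 6 libraries and at 6.70 in control 3, and Foxn1 was at 0 in all 7. Rag2 lay between 1.25 and 10.05, and Ccr9 was highest in control 2, at 113.5. Themis and Cd8b1, the latter also on the T cell list, were called higher in ICI-myocarditis. Their log2 fold changes were 4.11 and 5.85 (limma adjusted p = 0.0138 and 0.0069). These genes were picked from their lists after the values were seen.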

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

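All tests of control 2 were chosen after its values had been seen. For read depth and for GC and length trends, what each explanation would give was written down before the test was run. Among 99 results tested in the 4 controls on the log2 scale, 7 had 1 library so far from the rest that its gap to the next library exceeded Dixon's 95% critical share of the group's range, where chance alone would give about 5. The number is thus near what chance gives, and the results are not independent of one another. The library was control 2, on the high side, in all 7. The gap was 0.975 of the range for Oas3, 0.949 for Gbp1, 0.939 for Irg1, 0.904 for the mean of the proliferation list, 0.903 for Serpina3f, 0.845 for Lag3 and 0.841 for Cd3g. Over all 99 results, control 2 was the library at the wider gap in 68, and in 53 of them on the high side. The T cell list mean was 7.53 in control 2 against 4.34 to 5.04 in the other controls and 9.37 to 9.97 in ICI-myocarditis, and the interferon-gamma list mean was 11.94 against 9.33 to 10.09 and 13.46 to 13.92.

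How far control 2 had moved toward ICI-myocarditis was expressed as the share of the distance between the mean of the other controls and the ICI-myocarditis mean, over genes called as at least 2-fold higher without control 2. The median share was 19% for 16 T cell genes, 17.1% for 12 cytotoxic genes, 24.9% for 22 interferon-gamma genes, 31.7% for 15 type I interferon genes, 41.8% for 15 proliferation genes and 6.80% for 17 macrophage genes. It was -0.900% for 15 matrix genes and -13.5% for 5 cardiac stress genes. Among the lists that fell, control 2 lay within the ICI-myocarditis range in contractile genes (15.75, against 16.43 to 16.94 in the other controls and 15.05 to 15.92 in ICI-myocarditis) and oxidative phosphorylation genes (13.66, against 14.37 to 15.17 and 12.70 to 14.09). Its fatty acid oxidation mean was 12.79 (against 13.19 to 14.01 and 11.33 to 12.70), and its endothelial mean, at 12.65, lay above the other controls (11.48 to 12.36).

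Material from an ICI-myocarditis library mixed into control 2 would give 1 share for every set. Over the 20 matrix and stress genes the median share was -1.30%, which lay 20.3 points below that of the T cell genes (permutation across genes, p = 1e-05, the smallest that 100000 resamples can give; genes are not independent replicates). Nppa and Postn, at 6717 and 1917 normalized counts in control 2, were below the mean of the other controls. Tnc and Timp1 lay above it, at 616.8 against 150.3 ± 50.33 (6.1% of the distance) and at 244.2 against 72.23 ± 23.34 (6.2%). The lower median over matrix and stress genes argues against mixing as the whole cause, and a smaller mixed share stays open. Thymus tissue would bring the thymocyte genes Rag1, Dntt and Ptcra, which together had 1 read in control 2 against 104 reads of Cd8b1. Rag2, at 9.87 normalized counts in control 2, lay within the range of the other controls (1.25 to 10.05). Ccr9, also on the thymus list, went the other way, at 113.5 in control 2 against 13.76 to 71.46 in the other controls. So did Psmb11 of that list, near the floor, at 2.467 in control 2 against 0 in the other controls. Lymph node tissue would bring B cells. The summed difference of Cd79a, Cd79b and Ms4a1 from the other controls was -10.6 normalized counts, against 456 for Cd3d, Cd3e and Cd3g. Over the whole lists the median excess on the log2 scale was 1 for B cell and 3.23 for T cell genes. Read depth was lowest in control 2. The other controls thinned to that depth reached a T cell list mean of at most 5.01. Thinning with rescaling keeps each gene's expected level, so this shows only that sampling noise did not raise the mean. After removal of each library's GC and length trend the T cell list mean of control 2 exceeded that of the other controls by 2.88, against 2.83 before and a range of 0.76 among those controls. Apart from Ccr9 and Psmb11, these values argue against carried-over thymus, and they argue against GC and length trends as the cause. For lymph node they are mixed. The summed B cell genes argue against it, but the B cell list mean was 5.54 in control 2 against 4.02 to 5.42 in the other controls. On depth they cover sampling noise only.

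A heart of the other genotype under a control label cannot be told apart from a control heart here, because no value shows the genotype. Ctla4 in control 2 reached 26.2% of the distance to ICI-myocarditis, inside the range of single T cell genes (7.80% to 30.2%). Inflammation of that heart may explain its T cell and interferon values and stays open. Its contractile and oxidative phosphorylation means, near those of ICI-myocarditis, leave open how mild or early this would be. No biological explanation was tested, since the labels give none for single animals. Leaving out control 2 gave 3340 genes past the threshold in place of 2397.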

How the results depend on the processing

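The 3 counts of calls, the 16 lists and 73 named genes were recomputed under 19 alternatives. Of 1365 gene results compared, 1255 kept their direction and side of the threshold, 67 fell short of it, 36 came to pass it and 7 changed sign. Those 7 concerned genes that did not pass. Jak1 was 0.14 with scaling by library size only, 0.01 under the replicate block, and from -0.10 to 0.02 across the fits that each left out 1 library (sign changed without control 4, ICI-myocarditis 1 or ICI-myocarditis 2). Myh7 was -0.15 in limma-voom with quality weights and from -0.29 to 0.92 across those 7 fits. No gene called in both settings of any comparison had opposite signs.

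Across the 7 fits that each left out 1 library, calls ranged from 986 (without ICI-myocarditis 3) to 3340 (without control 2), genes higher in ICI-myocarditis from 829 to 2252 and genes lower from 157 to 1088. Calls were 1508 without control 1, 1298 without control 3, 1396 without ICI-myocarditis 2, 1605 without ICI-myocarditis 1 and 2092 without control 4. Fewer samples explain part of these falls, while the rise without control 2 accompanies its position between the groups. Of the 986 genes called without ICI-myocarditis 3, 984 were among the 2397, as were 2321 of the 3340.

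Other tests gave other counts. limma-voom with quality weights called 4014 genes, 1522 of them lower, and DESeq2 3444, 1244 of them lower (63.9% higher, against 74.6%). On simulated counts with 200 changed genes, 24.4% of DESeq2's calls were wrong. That share depends on how many genes change, so it need not hold for the calls made here. edgeR's test on the recovered reads called 2075, of which 2046 were among the 2397. With Xist as a covariate 4112 genes passed, 1675 of them lower. Control 2 had the highest Xist value, 80.2, and Y-linked genes were expressed in every library, so the covariate does not stand for sex; the cause was not tested. Scaling by library size only left 311 genes lower and moved the median log2 fold change over tested genes from -0.02 to 0.13. The medians of the contractile, fatty acid oxidation and endothelial lists moved by about as much, to -0.56, -1.07 and -0.86, so relative to all tested genes they did not shrink. The filter of 10 reads in every library gave 1819 calls over 13569 genes, no filter 2384, a pseudocount of 0.1 2266, TMM 2358, TMM without abundant genes 2354 and removal of GC and length trends 2816.

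Replicate numbers are shared between the groups but do not pair the animals, as deviations of same-numbered libraries from their group means correlated at -0.27, -0.21 and -0.08 across genes. The fit with the replicate number as a block, over 6 libraries, called 1764 genes, 1392 higher and 372 lower.

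Direction and call held in all 19 alternatives for 14 lists. Their medians stayed within 0.59 to 0.82 for JAK-STAT, 3.22 to 5.27 for T cell and -1.26 to -0.84 for endothelial genes. For the costimulation and checkpoint list the median ran from 2.26, with 10 reads in every library, to 4.81, without control 2. The oxidative phosphorylation median ranged from -1.27 to -0.51, the latter without ICI-myocarditis 3. These calls rest on the preset correlation between genes. With an estimated correlation the adjusted p was 0.203 for 9 lists, 0.241 for type I interferon, 0.262 for fatty acid oxidation and endothelial, 0.335 for contractile and 0.345 for oxidative phosphorylation genes. Under fry it was 0.0904 for contractile, 0.119 for oxidative phosphorylation and 0.0550 for fatty acid oxidation genes.

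The B cell and neutrophil lists never passed and their medians changed sign. The B cell median was -0.16 without a filter, -0.01 under TMM, under TMM without abundant genes and with Xist as a covariate, -0.24 in DESeq2, -0.08 in edgeR, -0.04 after GC and length correction, -0.12 under the replicate block and from -0.12 to 0.35 across the fits without 1 library. The neutrophil median was 2.91 with 10 reads in every library, 0.21 under the replicate block and from -0.77 to 0.21 across the fits without 1 library. Few members and members going both ways leave these medians undecided. The difference in the share of the 10 most abundant genes was -3.17 points over all rows. It was -5.11 points without predicted genes, date-named or repeated rows, Rn45s, Rpph1 and rows with microRNA or small nucleolar RNA names. Which of these rows moved it was not tested.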

Other observations

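The tests of fatty acid oxidation, of the 2 interferon lists and of Pdcd1 and Ctla4 were chosen after the values they use had been seen. The other explanations were set out after their patterns had been seen, and what each would give was written down before its test was run. Of the 35 splits of the 7 libraries into groups of 4 and 3, 1 gave as many genes past the threshold as the real one, which was the real split itself. The split that set controls 1, 3 and 4 against the rest gave 2030 genes, and the other 33 gave 0, with 7 to 2802 genes at an unadjusted limma p under 0.05. That second split follows no technical batch in the labels and reflects the position of control 2. Removal of each library's GC and length trend, possible for 98.9% of tested genes, left 2816 genes past the threshold.

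Endothelial genes were lower, and a second set of 10 endothelial genes, chosen before their values were read, had a median log2 fold change of -0.77 with 9 of 10 below 0 (camera p = 0.00423), although only Aplnr was called (-1.83) and the exact permutation p of the set mean was 0.114. This argues against a chance choice of the first 12 genes. After the GC and length correction, which had values for all 12, the median of the first list was -1.06, against those trends as the cause. Mural cell genes were also lower (median -0.67, exact permutation p of the set mean 0.0286, camera p = 0.000707, 4 of 9 genes called), while 8 fibroblast identity genes had a median of 0.11 with 0 called and 2 at an unadjusted limma p under 0.05 (exact permutation p of the set mean 0.743). A dilution of all resident cells by infiltrating cells would lower all 3 sets alike. Within libraries the endothelial mean changed by -1.01 relative to the fibroblast mean (exact permutation p = 0.0571, adjusted over 5 differences 0.0952), and the mural mean by -0.95 (0.0286 and 0.0715), so dilution and a loss of endothelial transcripts cannot be told apart. What keeps it open is the number of libraries, and fibroblasts may themselves have multiplied. A loss of vascular transcripts stays a hypothesis.

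Fatty acid oxidation genes fell further than contractile genes. Their mean relative to contractile genes within a library changed by -0.43 (exact permutation p = 0.0857, adjusted 0.107), so a lower share of cardiomyocyte RNA cannot be told apart from a change of metabolism, as control 1 (-3.32) lay among the ICI-myocarditis libraries (-3.14 to -3.72).

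Interferon-gamma genes rose more than type I interferon genes. The difference between the list means within a library was 1.2 to 2.14 in controls and 2.73 to 3.38 in ICI-myocarditis, a change of 1.45 (exact permutation p = 0.0286, the smallest possible, adjusted 0.0715). This difference restates the pattern and did not pass adjustment, so 1 common interferon shift with different baselines cannot be told apart from 2 separate responses.

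Igj, chosen after its values were seen, encodes the chain that joins antibodies and rose by 5.15 (SE 0.490, limma adjusted p = 0.00251), from 6.26 to 19.7 normalized counts in controls to between 250 and 785, while the B cell median was 0.00. Plasma cells are a candidate source. The 8 tested plasma cell genes had a median of 0.71 and a camera p of 0.00357, but the exact permutation p of their mean was 0.0571, and only Irf4 (2.07) and Pou2af1 (2.07) were called. Xbp1, Sdc1 and Prdm1 had at least 82.6 normalized counts in every control, and their source there was not tested. Mzb1 rose by 0.79 and Derl3 by 0.63, neither called, and Tnfrsf17 was at most 2.05 normalized counts in ICI-myocarditis. Plasma cells and another source cannot be told apart.

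Pdcd1 in control 2 reached 18.4% of the distance to ICI-myocarditis, within the range of T cell genes (7.80% to 30.2%, median 19%). Transcripts of a targeted allele in T cells may give this, but so would an intact allele, and counts per gene cannot tell these apart. Ctla4 rose less than most T cell genes. If 1 missing copy lowered it in ICI-myocarditis, control 2 would reach about 2 times the share of the median T cell gene. The ratio was 1.38, which 1 library cannot place between 1 and 2, so the effect of the missing copy cannot be told apart from a different baseline.

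The libraries also parted along the second principal component within both groups. Its loadings had rank correlations across genes of -0.06 with GC content and -0.25 with transcript length, and the spread of the libraries along it after the correction was 92.1% of that before, which argues against such trends as the cause. Rpph1, chosen after its values were seen, varied from 55100 to 458900 normalized counts in controls and from 61640 to 457500 in ICI-myocarditis, a spread unrelated to the groups. No biological explanation was tested for this component.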
